A study of Canis lupus familiaris with 23 samples. Its data were reported in "Canine tumor cross-species genomics uncovers targets linked to osteosarcoma progression" (2009).

How the data were processed

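Gene expression was measured in dogs on 1 type of Affymetrix canine genome array. The 23 samples were 15 primary osteosarcomas collected before chemotherapy, 2 canine osteosarcoma cell lines, and 2 samples each of normal kidney, liver and lymph node from research-colony dogs. Samples were grouped by their submitted labels and are named here by group and replicate number. Per the study's methods, RNA was amplified and labelled by the one-cycle protocol and all arrays were hybridized at the same core facility, batched as a group. For RNA extraction, the methods describe a quality check by electrophoresis, without naming the place. RNA that did not give a high yield was left out. The authors summarized the probe intensities by robust multi-array averaging (RMA), which corrects background, brings all arrays of a species to a common distribution by quantile normalization and combines the probes of a set on a log2 scale. The deposited values are these log2 expression values, from 2.52 to 14.2 over 23913 probe sets, with 0 missing values. The software versions behind them were not given in the sources used here. Quantile normalization hides any change in total RNA per cell, and RMA compresses differences of dim probe sets, so that log2 differences near the lower end of the scale are underestimates. An array gives no read depth, and the number of arrays limits the precision.

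From these values 77 control probe sets were set aside, which left 23836 probe sets for testing. The platform annotation gave 1 gene symbol for 10549 probe sets, several for 138 and none for 13149. Genes were named only from probe sets with 1 symbol, which gave 6540 genes, 2349 of them with several probe sets. Each gene was represented by its probe set with the highest mean over the 23 samples, and the other probe sets of a named gene were examined for disagreement.

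Group differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all probe sets, threshold 0.01). Tumor versus normal used the 15 tumors and the 6 normal samples as 2 groups. The study also compared osteosarcoma with normal tissues by limma, but its text does not give the model. The tumors against each organ, and the cell lines against the tumors, were contrasts of a model of all 23 samples in 5 groups that share 1 estimate of the spread. Differences among the 3 organs were tested with limma's moderated F-test on the 6 normal samples. All differences are on the log2 scale and are given with their standard errors (SE). The normal samples were described as biological replicates, but same-numbered organ samples may come from the same dog and the labels do not say which samples came from separate animals. The p-values measure only the spread between these samples.

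The replicate numbers of the organ samples were checked for pairing. Across 23836 probe sets, which are not independent, the deviations of same-numbered samples from their organ means correlated with r = 0.607 for kidney and liver, 0.596 for kidney and lymph node and 0.530 for liver and lymph node. All 3 values exceeded 0.1, so the numbers were taken to pair the samples, on the basis of the labels' numbering and these correlations. Replicate 1 of each organ was also the array with low 5′ signal, described with the data, so the pairing and the 5′ signal share this split.

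A total of 31 gene lists was tested with limma's camera, with its preset correlation of 0.01 between genes and a threshold of 0.05 after Benjamini-Hochberg adjustment over the lists. Camera asks whether the genes of a list lie higher or lower than the other genes. The same test with a correlation estimated for each list, and limma's fry, which asks whether the genes of a list move, on balance, in 1 direction without a comparison to other genes, were run as alternatives. The lists covered bone matrix and osteoblast, osteoclast, cartilage, extracellular matrix, collagen processing and secretion, transport from the endoplasmic reticulum (ER) to the Golgi, ER protein folding, proteases and inhibitors of matrix turnover, cell cycle, Wnt and TGF-beta signalling, inflammatory cytokines and chemokines, hypoxia and glycolysis, interferon response, mitochondrial respiratory chain, peroxisome and fatty acid oxidation, ribosomal proteins, hepatocyte, kidney epithelium, lymphocyte, macrophage and myeloid cells, MHC class II presentation, endothelium, pericyte and smooth muscle, skeletal muscle, erythroid cells, adipocyte and neutrophil. They also held 3 lists from the study (genes named for canine osteosarcoma, genes checked by PCR, candidate cancer genes) and a list of osteosarcoma cancer genes.

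Samples were clustered by Euclidean distance with single linkage over all probe sets. List scores of a tumor were the mean over the member genes of the value minus the gene's mean over the 15 tumors. Correlations between the scores of 9 lists (36 pairs), and of CXCL8 and SLC1A3 with the 9 scores (18 relations), were tested with two-sided permutation tests of 100000 resamples, or exact permutation tests within classes of tumors, using SciPy 1.17.1, NumPy 2.4.6, pandas 2.3.3 and Python 3.11.15. Plots were drawn with matplotlib 3.10.9.

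The rule for named genes took the 12 genes with the largest difference in each direction for tumor versus normal, among those past the threshold with all 15 tumors on the same side of the normal mean. It took the 10 with the largest smallest difference over the 3 organs among those past the threshold against each, 10 in each direction for cell line versus tumor with both cell lines on the same side of the tumor mean, 4 per organ past the threshold, the 10 with the largest standard deviation (SD) over the tumors, every gene of the study's lists and up to 4 members per gene list past the threshold. The groups, tests, thresholds, gene lists, naming rule and most alternatives were fixed before the data were examined. Alternatives that concern 5′ signal and poly-A spike signal were chosen after the array controls were seen, and the splits of the tumors between organs and the splits for lists with an estimated correlation were added after the data were seen.

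The tests were tried on simulated data for 23836 probe sets with known changes of 200 probe sets. For tumor versus normal, 63 of 100 probe sets changed by 1 log2 unit and 93 of 100 changed by 2 were recovered, with 3 calls among the unchanged ones. The corresponding numbers were 43 and 78 of 100 for cell line versus tumor, with 1 such call, and 45 and 82 of 100 for tumor versus kidney, with 1 such call. The F-test on 6 organ samples recovered 0 of 50 at 1 and at 2 log2 units, 23 of 50 at 4 and 37 of 50 at 8, with 1 such call. Among gene lists over 6540 genes, the 1 shifted list was called and 0 others were. The simulated genes varied independently, so this gives no rate of false calls for lists of correlated genes. In the real data the 2-group fit of tumor versus normal also counts differences between organs as spread. The SE was 1.01 for BHMT and 0.91 for RBP4, which differed by 2.44 and did not pass. The recovery given for tumor versus normal may therefore be too high for genes that differ between organs.

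The alternatives covered the threshold (0.05), the model (organ means, organ as a random block through statmod 1.5.0, averaged organs, replicate block), the samples, dim probe sets, the scaling of the arrays, the priors and weights of limma, the methods' t-test, the choice of probe set, the test of the lists, and each sample left out in turn. Where an organ was left with 1 sample, that sample was assumed to vary like the other groups. Centring each array on its ribosomal-protein list moved the median difference of all probe sets between tumor and normal by -0.14, and centring each array on its median moved it by 0.11 between cell line and tumor. The study's methods name normal spleen as well, which was not analysed here.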

Results

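Expression profiles of 15 canine osteosarcomas, 2 canine osteosarcoma cell lines and 6 normal organ samples (2 kidney, 2 liver, 2 lymph node) were compared. Osteosarcoma is a bone-forming malignancy that arises spontaneously in pet dogs. No normal bone was among the samples, so every tumor versus normal difference set a mesenchymal tumor against unrelated organs. The median log2 value of the arrays was 4.85 in tumors (n = 15), 4.75 in cell lines (n = 2) and 4.86 in normal samples (n = 6). Tumors resembled each other more than they resembled normal organs: the mean Pearson correlation across probe sets was 0.939 over 105 pairs of tumors and 0.844 over 90 pairs of a tumor and a normal sample. Among the organs, tumors were closest to lymph node (mean r = 0.887), then kidney (0.845) and liver (0.802). The cell lines correlated with each other at r = 0.961 and with the tumors at a mean of 0.896 over 30 pairs.

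Control probe sets on the arrays separated the samples in ways the groups did not. Probe sets at the 3′ and 5′ ends of actin and Gapdh differ little where the labelled RNA is of full length. The mean of both 3′ minus 5′ differences, called the 5′ index here, was 1.82 ± 1.83 in tumors (SD, n = 15), 3.22 ± 3.02 in normal samples (n = 6) and 0.67 ± 0.26 in cell lines (n = 2). It fell into separate classes around a border of 1.5: 10 arrays with low 5′ signal had an index of 3.15 to 6.45, and all others had at most 0.85. The arrays with low 5′ signal were tumors 1, 4, 7, 8, 10, 12 and 14 and replicate 1 of each organ. The poly-A spike Dap, a bacterial transcript added before labelling and read here from its 5′ probe set, was above 6 on the log2 scale in tumors 2, 5, 6, 11 and 15 and at most 3.31 on normal arrays. It was 3.83 to 4.93 in the other tumors with full 5′ signal (3, 9 and 13) and 3.19 to 3.63 in those with low signal. The hybridization control BioB, added to every array, was 9.998 ± 0.529 (SD, n = 2) in cell lines against 7.17 ± 0.64 (n = 15) in tumors and 7.11 ± 0.84 (n = 6) in normal samples.

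**Figure D1:**
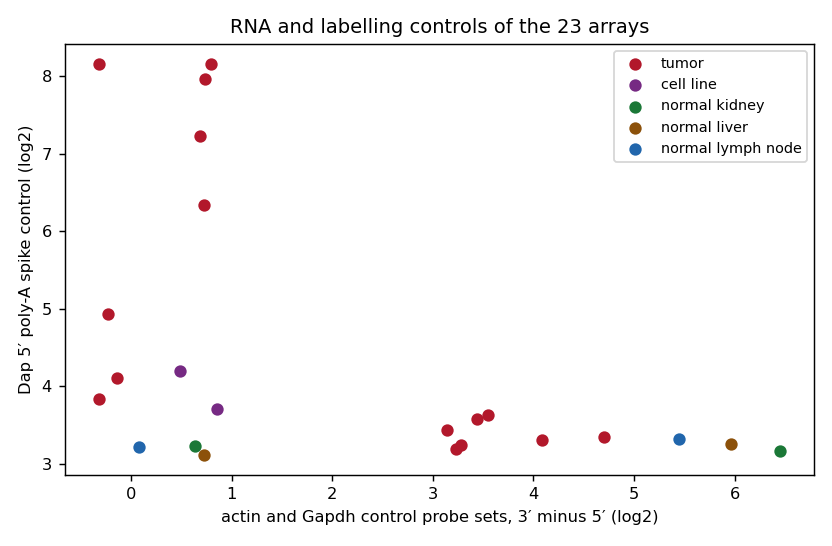
Each point is 1 of the 23 arrays, coloured by group, with the mean 3′ minus 5′ difference of the actin and Gapdh control probe sets on the x axis (log2) and the Dap poly-A spike on the y axis (log2). The 10 arrays with low 5′ signal lie at 3.15 or above on the x axis, and the 5 spiked tumors, all with full 5′ signal, lie above 6 on the y axis.

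The comparison of tumors with normal tissue asked which genes make up the expression signature of canine osteosarcoma. The genes with the largest excess in tumors included 5 fibrillar collagens. COL1A1, the main collagen of bone, was higher by 7.51 ± 0.46 log2 units (SE; adjusted p = 1.54e-09), from 5.65 ± 0.69 (SD, n = 6) in normal samples to 13.2 ± 1.09 (n = 15) in tumors. COL5A2, a regulatory fibrillar collagen, was higher by 6.59 ± 0.32 (adjusted p = 7.66e-11), COL3A1 by 5.14 ± 0.51, COL1A2 by 5.02 ± 0.27 and COL5A1 by 4.93 ± 0.32. In all 15 tumors each of these collagens was above the highest normal sample. In the other direction, the complement component C6 was lower by -5.91 ± 0.53 (adjusted p = 1.91e-07) and the drug efflux pump ABCB1 by -4.58 ± 0.46 (adjusted p = 1.01e-06), each below the lowest normal sample in all 15 tumors.

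The other genes in the group with the largest excess were the growth factor PTN (5.47 ± 0.96, adjusted p = 0.000677), the gelatinase MMP9 (5.15 ± 0.85, adjusted p = 0.00034), PDGFRL (4.90 ± 0.53), the metalloproteinase inhibitor TIMP1 (4.66 ± 0.29), CCDC80 (4.65 ± 0.40), the matrix protein dermatopontin, DPT (4.65 ± 0.53), and CD109 (4.62 ± 0.48). All 15 tumors exceeded the highest normal sample for each of them except MMP9, where 14 did. PTN ranged from 3.18 to 11.6 over the tumors and did not pass against any single organ (adjusted p from 0.0186 to 0.0289). Its adjusted p was 0.0366 among arrays with low 5′ signal alone and 0.0659 among the others. MMP9 passed in limma against liver (adjusted p = 0.00521) but not against kidney (0.0186) or lymph node (0.0260). The other probe sets of MMP9 differed by 0.00 and 0.03, and 3 of the 5 other probe sets of PDGFRL had the opposite sign.

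The other 10 genes with the largest deficit were the methyltransferase BHMT (-5.22 ± 1.01), the fatty acid transporter SLC27A2 (-4.78 ± 0.92), the gluconeogenic enzyme FBP1 (-4.73 ± 1.06), the retinal dehydrogenase ALDH1A1 (-4.71 ± 0.85), the apolipoprotein APOC3 (-4.62 ± 0.86), CLTRN (-4.61 ± 0.90), UGT1A6 (-4.58 ± 0.86), kininogen, KNG1 (-4.57 ± 0.94), the plasma glutathione peroxidase GPX3 (-4.54 ± 0.74) and the coagulation factor F11 (-4.43 ± 0.77), with adjusted p from 0.000307 for GPX3 to 0.00489 for FBP1. Their deficit was measured against kidney and liver: against lymph node these 10 genes differed by -0.75 to 0.20 and 0 of them passed the threshold in limma. All 12 genes named for an excess kept their call when any sample was left out. FBP1 lost it without kidney 1, kidney 2, liver 1 or liver 2 (adjusted p from 0.0172 to 0.0197), and KNG1 without liver 1 or liver 2 (0.0107 and 0.0108). Among all genes named for tumor versus normal, 12 lost their call with organ as a random block and 77 kept their side of the threshold. With 1 averaged profile per organ, a fit with fewer profiles, 27 lost it and 62 kept their side.

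Over all probe sets, 720 were higher and 699 lower in tumors among 23836 tested with limma at an adjusted p under 0.01, or 5.95%. Of these, 105 were over 8-fold higher and 83 over 8-fold lower, and the 105 included 59 genes with a symbol. Without liver 1 the number of lower probe sets fell to 442. With the 5′ index as a covariate 761 were higher and 585 lower, whereas arrays with low 5′ signal alone gave 211 and 61 and the others alone 171 and 82, in fits with fewer samples.

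**Figure D2:**
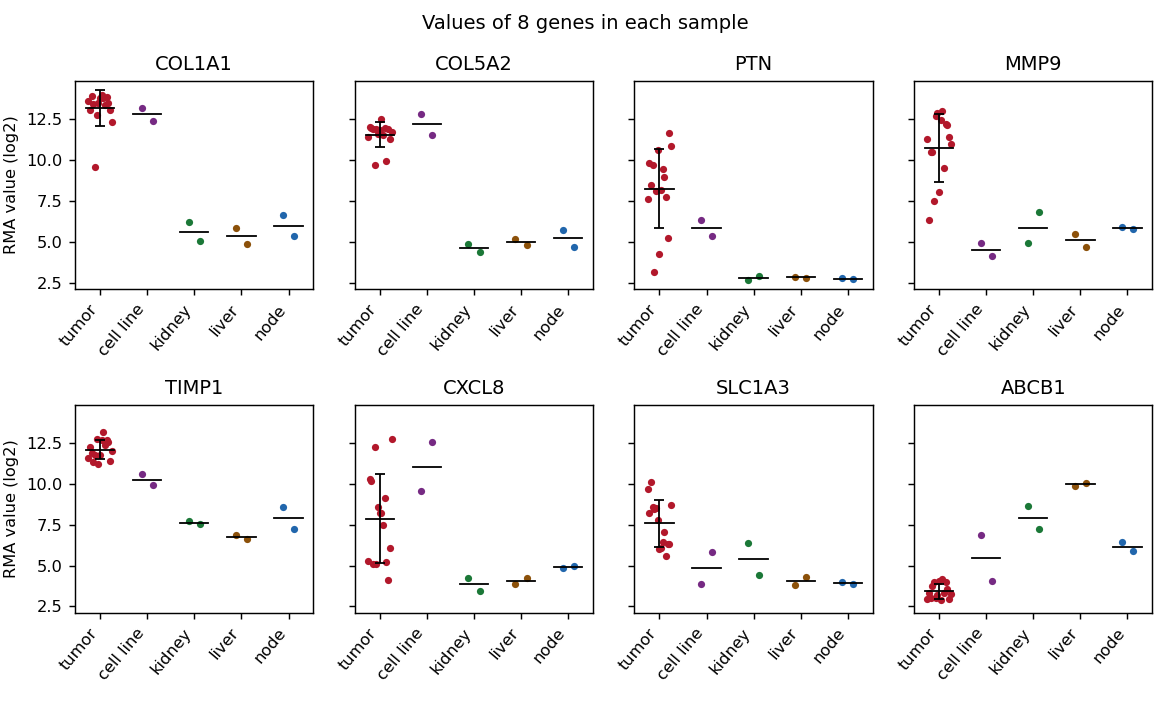
Each panel shows the RMA log2 value of 1 gene (COL1A1, COL5A2, PTN, MMP9, TIMP1, CXCL8, SLC1A3 and ABCB1) in each sample, by group, with the group mean as a line and the SD over the 15 tumors as an error bar. All 15 tumors lie above the highest normal sample for COL1A1, COL5A2, PTN and TIMP1 and below the lowest for ABCB1, while CXCL8 spreads from 4.13 to 12.8 over the tumors.

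Gene lists were tested to describe the signature by function. Of 31 lists, 17 were called in tumors against normal samples with camera's preset correlation, 11 of them higher and 6 lower. With an estimated correlation 6 were called, all higher: bone matrix and osteoblast, extracellular matrix, collagen processing and secretion, proteases and inhibitors of matrix turnover, Wnt and TGF-beta signalling, and the study's genes named for canine osteosarcoma. Fry called 18 lists for a shared direction and 17 for change in either direction.

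Genes of bone and matrix were higher. In the bone matrix and osteoblast list 6 of 14 measured genes were higher and 0 lower (8 when adjusted over the list alone), with a median difference of 2.71 and an adjusted p of 1.84e-10, or 0.00819 with an estimated correlation. In the extracellular matrix list 17 of 32 were higher and 1, EMILIN1 (-2.70), was lower (21 and 1 when adjusted over the list alone; median 2.70; adjusted p = 7.12e-14, and 0.00840 with an estimated correlation). Its leading genes included COL3A1, DPT, COL12A1 (4.83 ± 0.82) and the matricellular protein THBS2 (4.61 ± 1.04). The call of THBS2 was lost without kidney 2, liver 1, liver 2 or lymph node 2 (adjusted p from 0.0106 to 0.0149). THBS2 did not pass in limma against any single organ (adjusted p from 0.0511 to 0.149). The cartilage list was not called (adjusted p = 0.179), although aggrecan, ACAN (3.09 ± 0.66), and COMP (2.36 ± 0.57) were higher, 2 of 6 by either adjustment, the second being adjusted over the list alone. In the osteoclast list 2 of 9 were higher (3 when adjusted over the list alone; median 0.76; adjusted p = 0.00200, and adjusted p = 0.249 with an estimated correlation): MMP9 and the bone-resorbing protease cathepsin K, CTSK (3.48 ± 0.42, higher than every normal sample in 14 of 15 tumors).

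The machinery that makes, secretes and remodels matrix was higher too. In collagen processing and secretion 6 of 10 genes were higher (7 when adjusted over the list alone; median 1.70; adjusted p = 2.49e-06, and 0.00819 with an estimated correlation), among them the prolyl hydroxylase subunit P4HA2 (3.39 ± 0.54), the collagen chaperone SERPINH1 (3.06 ± 0.33), P3H4 (1.89 ± 0.27) and the procollagen proteinase BMP1 (1.76 ± 0.33). ER to Golgi transport had 11 of 37 higher (17 higher and 2 lower when adjusted over the list alone; median 0.70; adjusted p = 4.66e-06, but adjusted p = 0.113 with an estimated correlation), with the KDEL receptors KDELR3 (2.78 ± 0.31) and KDELR2 (1.74 ± 0.20) and the coat proteins SEC23A (1.63 ± 0.35) and SEC31A (1.37 ± 0.17). ER protein folding had 7 of 30 higher (10 when adjusted over the list alone; median 0.55; adjusted p = 4.26e-05, but adjusted p = 0.126 with an estimated correlation), with SEC61A1 (1.74 ± 0.27) of the translocon, SSR1 (1.5 ± 0.37) and the glycosylation enzymes DDOST (1.44 ± 0.27) and RPN1 (1.34 ± 0.23). Proteases and inhibitors of matrix turnover had 6 of 12 higher (7 when adjusted over the list alone; median 3.17; adjusted p = 9.99e-08, and 0.00840 with an estimated correlation), with MMP9, TIMP1, TFPI2 (4.2 ± 0.62) and the gelatinase MMP2 (3.72 ± 0.36). Wnt and TGF-beta signalling had 6 of 20 higher (11 higher and 1 lower when adjusted over the list alone; median 1.02; adjusted p = 9.62e-05, and 0.0129 with an estimated correlation). Its leading members were the secreted Wnt inhibitor WIF1 (5.80 ± 1.08), PTN, the matricellular factor CCN2 (4.10 ± 0.65) and TGFB2 (1.63 ± 0.31). WIF1 did not pass in limma against any single organ (adjusted p from 0.0137 to 0.0675). Of the 20 genes 0 were higher against kidney, 2 against liver, where 1 was lower, and 2 against lymph node.

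The cell cycle list was called higher (median 0.63; adjusted p = 0.000540, but adjusted p = 0.432 with an estimated correlation), while 0 of its 28 genes passed the threshold in limma over all probe sets and 0 when adjusted over the list alone. Its median was 1.18 against kidney, 1.12 against liver and -0.18 against lymph node, where 0 of 28 genes passed in either direction. The difference between the organs was not tested for this list. Hypoxia and glycolysis was called higher with 2 of 23 genes past the threshold (3 when adjusted over the list alone; median 0.64; adjusted p = 0.00276, but adjusted p = 0.401 with an estimated correlation), the lipase inhibitor ANGPTL4 (2.09 ± 0.50) and the glycolytic enzyme PGAM1 (1.23 ± 0.28). The mitochondrial respiratory chain was called lower with 5 of 48 past the threshold (12 when adjusted over the list alone; median -0.43; adjusted p = 1.95e-06, but adjusted p = 0.421 with an estimated correlation), among them SDHB (-1.26 ± 0.30), NDUFS7 (-1.07 ± 0.25), SDHD (-1.02 ± 0.22) and NDUFA2 (-0.83 ± 0.18). Both lists also differed between the classes of 5′ signal: between the 7 tumors with low 5′ signal and the 8 others, limma's camera gave lower hypoxia and glycolysis genes in the former (median -0.41, adjusted p = 0.000414) and higher respiratory chain genes (median 0.31, adjusted p = 0.00887), and the 5′ index was 1.82 in tumors against 3.22 in normal samples. Peroxisome and fatty acid oxidation was lower, with 6 of 22 genes past the threshold (13 when adjusted over the list alone; median -1.15; adjusted p = 7.52e-08, but adjusted p = 0.126 with an estimated correlation), led by DECR1 (-2.94 ± 0.42), catalase, CAT (-2.26 ± 0.39), ACAA1 (-2.18 ± 0.42) and ECHS1 (-2.04 ± 0.47).

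Lists for the cell types of the normal organs were lower. The hepatocyte list had 3 of 32 genes lower (4 when adjusted over the list alone; median -1.62; adjusted p = 1.94e-07, but adjusted p = 0.401 with an estimated correlation), APOC3, protein C, PROC (-2.06 ± 0.47), and the glucose transporter SLC2A2 (-1.34 ± 0.27). The kidney epithelium list had 1 of 19 lower by either count, also adjusted over the list alone, the amino acid transporter subunit SLC3A1 (-3.24 ± 0.65; list median -0.45; adjusted p = 0.00276, but adjusted p = 0.432 with an estimated correlation), and its call was lost without kidney 2 (adjusted p = 0.0849). The lymphocyte list had 0 of 17 past the threshold in limma and 0 adjusted over the list alone (median -0.45; adjusted p = 0.00276, but adjusted p = 0.432 with an estimated correlation), and its call was lost without lymph node 2 (0.205). The interferon response list had 1 of 11 lower, also adjusted over the list alone, XAF1 (-1.53 ± 0.32; list median -0.65; adjusted p = 0.0121, but adjusted p = 0.422 with an estimated correlation), and its call was lost without lymph node 2 (0.0816).

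Lists that were not called were inflammatory cytokines and chemokines (0 of 24 genes past the threshold in limma; adjusted p = 0.734), ribosomal proteins (0 of 58; adjusted p = 0.117), macrophage and myeloid (2 of 21 higher; adjusted p = 0.443), MHC class II presentation (0 of 8; adjusted p = 0.117), endothelium (1 of 11 higher; adjusted p = 0.693), pericyte and smooth muscle (0 of 11; adjusted p = 0.0860), skeletal muscle (0 of 32; adjusted p = 0.472), erythroid (0 of 6; adjusted p = 0.715), adipocyte (0 of 10; adjusted p = 0.426) and neutrophil (1 of 3 lower; adjusted p = 0.257). Adjusted over the list alone, these counts were the same. The members past the threshold were the lectin LGALS3 (3.85 ± 0.54) and the Fc receptor FCGR1A (2.28 ± 0.52) in the macrophage list, CD34 (0.93 ± 0.20) in the endothelium list, with -0.39 for its other probe set of opposite sign, and the defensin DEFB1 (-3.46 ± 0.67) in the neutrophil list. The list of osteosarcoma cancer genes was not called (adjusted p = 0.159), with 2 of 13 higher by either count, also adjusted over the list alone: the transcription factor FOS (3.11 ± 0.60) and the cell cycle inhibitor CDKN1A (2.57 ± 0.46), each above the highest normal sample in all 15 tumors. The inflammatory list had a median of -0.02, a mean of 0.36 and a test direction of higher, and the erythroid list had a mean of -0.03 about a median of 0.00.

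Several member genes lay close to the threshold. COMP, SSR1, ANGPTL4, SDHB and NDUFS7 lost their calls in 17, 16, 12, 16 and 11 of the 21 fits that left out 1 sample, those without either kidney and either liver sample among them, with adjusted p up to 0.0341. ECHS1 and SDHD lost theirs without any of these 4 samples (up to 0.0219 and 0.0169), NDUFA2 without kidney 1, kidney 2 or liver 1 (up to 0.0144), and SEC23A without kidney 1 or lymph node 1 (0.0138 and 0.0112). PGAM1 lost its call without kidney 1, either liver or lymph node 1 (up to 0.0218), PROC without kidney 1 or either liver (up to 0.0252), FCGR1A without kidney 1, either liver or either lymph node (up to 0.0170), XAF1 without liver 2 (0.0117), and SLC2A2 and CD34 without liver 1 (0.0105 and 0.0130).

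**Figure D3:**
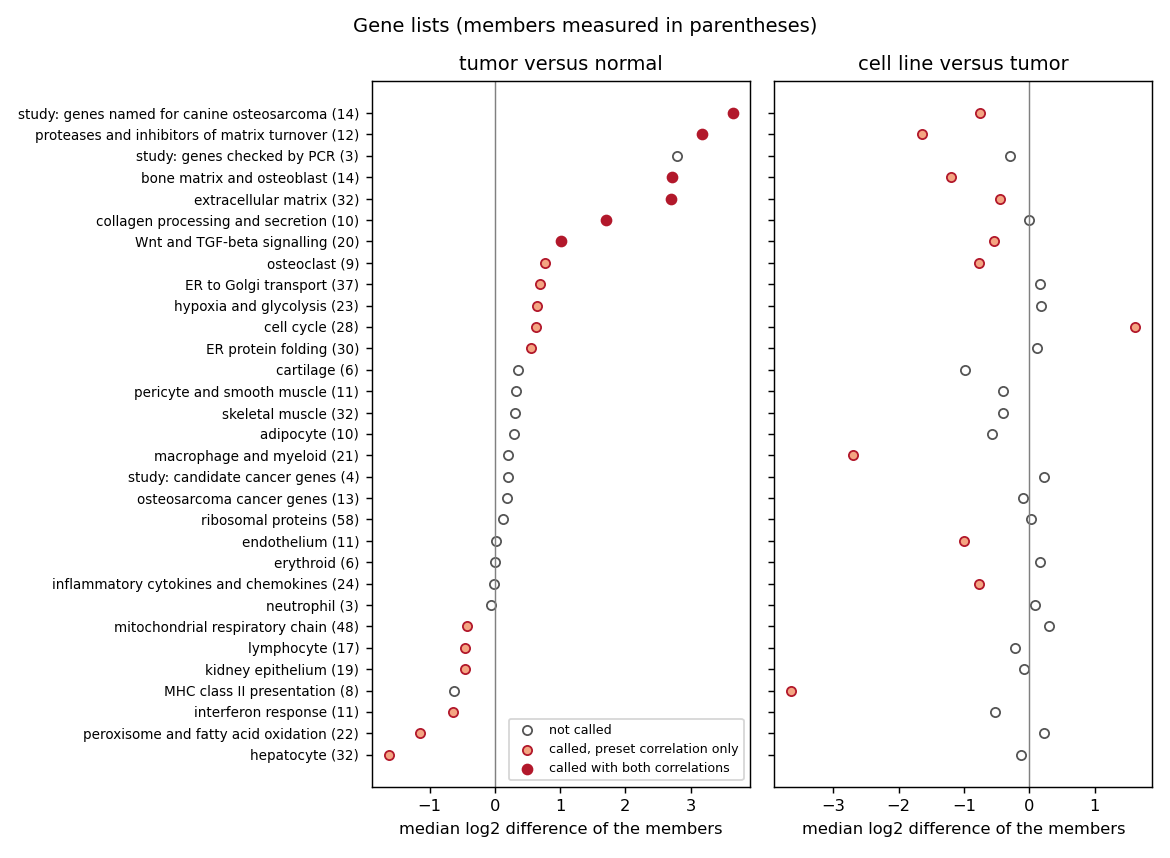
Points show the median log2 difference of the members of each of the 31 gene lists for tumor versus normal (left) and cell line versus tumor (right), open where the list was not called, light where it was called with camera's preset correlation alone and dark where it was also called with an estimated correlation. The 6 dark points, all for tumor versus normal, have medians from 1.02 to 3.65.

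Genes that the study singled out were examined in the same fit. Of its genes named for canine osteosarcoma 14 were measured and 11 were higher (13 when adjusted over the list alone), each of the 11 by over 8-fold except FN1 and C7H1orf21 in their chosen probe sets. In limma 1 of the 5 other probe sets of FN1 passed (4.50, adjusted p = 0.00282). For C7H1orf21 1 of the 2 others did (3.76, adjusted p = 2.07e-08), and both of these were over 8-fold. The study chose this list on these samples, so its count and its camera result (median 3.65; adjusted p = 4.16e-15, and 0.000198 with an estimated correlation) are not independent evidence. COL1A1, PTN, DPT, the microtubule-associated protein MAP1B (4.49 ± 0.36), C7H1orf21 (2.89 ± 0.26) and the lysyl oxidase LOXL2 (3.67 ± 0.41) exceeded the highest normal sample in all 15 tumors. TFPI2, the laminin chain LAMA4 (3.64 ± 0.55), the scaffold kinase CASK (3.16 ± 0.43) and fibronectin, FN1 (2.92 ± 0.60), also passed, but TFPI2 did not pass against kidney (1.75, adjusted p = 0.139) or LAMA4 against lymph node (1.56, adjusted p = 0.135), and FN1 differed from liver by only -0.07 and lost its call without kidney 2 (adjusted p = 0.0103).

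The study followed up 2 of these genes, the neutrophil chemokine CXCL8 (IL-8) and the glutamate transporter SLC1A3. CXCL8 exceeded the mean of the normal samples by 3.59 ± 1.09 but did not pass the threshold (adjusted p = 0.0336). It was above the highest normal sample in 14 of 15 tumors, with a range of 4.13 to 12.8 over the tumors. SLC1A3 passed (3.13 ± 0.61, adjusted p = 0.00182) with 10 of 15 tumors above the highest normal sample and a range of 5.605 to 10.1; its SD of 1.43 lay at the 98.1 percentile of genes of similar mean. It did not pass against kidney, liver or lymph node alone (adjusted p = 0.183, 0.0149 and 0.0204). Its adjusted p was 0.0211 without both livers, 0.0107 without both lymph nodes, and 0.173 and 0.0232 within the arrays of low and of full 5′ signal. The secreted Wnt inhibitor SFRP4 (3.66 ± 0.91, adjusted p = 0.0107) and the retinol carrier RBP4 (2.44 ± 0.91, adjusted p = 0.0833), which had a mean of 13.6 in liver, did not pass. Of the genes the study checked by PCR, LGALS3 (3.85 ± 0.54) exceeded the highest normal sample in all 15 tumors. LGALS3 passed in limma against liver and lymph node but not against kidney (1.48, adjusted p = 0.0374). In tumor versus normal MFAP5 (2.78 ± 0.90, adjusted p = 0.0475) and PRKDC (-0.14 ± 0.23, adjusted p = 0.768) did not pass. The study's methods describe the PCR on osteosarcoma cell lines, relative to GAPDH, so these tests of tumors against organs do not repeat it. The list of PCR genes had 1 of 3 higher (2 when adjusted over the list alone, not independent evidence) and was not called (adjusted p = 0.0856). Among candidate cancer genes of the study 0 of 4 measured genes passed in limma, nor did any adjusted over the list alone: RB1 (0.80 ± 0.38), ezrin, EZR (0.40 ± 0.43), MET (-0.22 ± 0.31) and ERBB2 (-0.01 ± 0.11), with an adjusted p of 0.706 for the list.

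Tumors were then compared with each organ to find genes whose difference did not rest on the choice of organ. Collagens led here too. Among genes past the threshold against each organ, the 10 with the largest smallest difference were COL1A1 (7.56 against kidney, 7.81 against liver, 7.16 against lymph node), COL5A2 (6.92, 6.53, 6.33), COL5A1 (5.12, 4.72, 4.95), COL3A1 (5.47, 4.62, 5.32), CD109 (4.48, 4.46, 4.93), COL1A2 (5.72, 4.98, 4.36), CCDC80 (5.12, 4.64, 4.18), TIMP1 (4.47, 5.33, 4.16), DPT (4.45, 5.39, 4.10) and MAP1B (3.97, 4.92, 4.58), in the same order of organs. Among genes lower than each organ, chosen after their values were seen, were C6 (-4.71, -7.65, -5.35), ABCB1 (-4.49, -6.53, -2.73), the tryptophan-degrading enzyme KMO (-4.49, -4.25, -2.59) and the keratin KRT18 (-3.54, -6.03, -1.73). Of the bone matrix list 7 of 14 genes were higher against each organ taken separately, with partly different genes: COL1A1, COL1A2, COL5A1, COL5A2 and the matrix protein SPARC were higher against every organ, whereas SPP1 differed by -0.10 from kidney, BMP2 did not pass against lymph node and SERPINF1 did not against liver.

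The lists of organ cell types were lower against their own organ. Against liver 25 of 32 hepatocyte genes were lower (median -4.82), against kidney 10 of 19 kidney epithelium genes, and against lymph node 8 of 17 lymphocyte genes and 5 of 11 interferon genes. Respiratory chain genes were lower against kidney in 18 of 48 and against liver in 3, while against lymph node 0 were lower and 1, NDUFA8 (1.61), was higher (median -0.93, -0.41 and 0.06 in this order of organs). Peroxisome and fatty acid oxidation genes were lower in 13 of 22 against kidney and 13 against liver, with 0 against lymph node (median -1.48, -1.95 and 0.02). Against kidney the interferon median was 0.08 and the lymphocyte median 0.14, with 0 genes of either list past the threshold.

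Limma called 1730 probe sets against kidney (476 higher), 2212 against liver (816 higher) and 1011 against lymph node (318 higher). A total of 116 probe sets were higher in tumors than in each organ and 33 lower. The 3 comparisons share the tumors. Over 20 simulations with no effect the highest overlap was 0 in either direction. With no effect few probe sets can pass against any organ, so this value does not show what sharing the tumors adds. Lists as long as those called here, drawn independently, would share 0.217 higher and 2.14 lower probe sets. With 5 different tumors against each organ, over 20 random splits of the tumors tried after these values were seen, a median of 79 probe sets were higher (71 to 87) and 17 lower (12 to 22), against 83 (65 to 118) and 16.5 (10 to 36) with the same 5 tumors for each organ. The organ samples were also taken to be paired by replicate number, and the effect of this pairing on the overlap was not tested. With 2 samples per organ single samples mattered: the kidney count fell to 1060 without kidney 1, the liver count to 1408 and 1233 without liver 1 and 2, the lymph node count to 623 and 375 without lymph node 1 and 2, the 116 to 61 to 67 without a kidney and to 72 and 43 without lymph node 1 and 2, and the 33 to 12 without lymph node 1 and 22 without lymph node 2. CD109 lost its call against the organ in question without kidney 1, liver 2 or lymph node 1, COL3A1 without liver 1 or lymph node 2, DPT without either kidney or lymph node 2 and CCDC80 without lymph node 2, with adjusted p from 0.0104 to 0.386.

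The normal organs were compared with each other as a check on the samples. Liver was set apart by fibrinogen gamma, FGG (9.50 log2 units above the mean of the other organs, adjusted p = 0.000202), albumin, ALB (9.44), the vitamin D binding protein GC (9.36) and the cytochrome CYP2E1 (9.03). Kidney was set apart by the endocytic receptor CUBN (6.88), PDZK1IP1 (6.4), kallikrein, KLK1 (6.36), and the transporter SLC5A12 (6.36), and lymph node by the lymphocyte activation antigen CD69 (6.0), RIPOR2 (5.97), STK26 (5.81) and the T cell receptor subunit CD3D (5.77). Limma's F-test on the 6 samples called 736 probe sets, and 1477 with the replicate number as a block. Leaving out a sample lowered the count to 265 to 302 for a kidney, 197 to 250 for a liver and 116 to 136 for a lymph node, and CUBN, KLK1, PDZK1IP1, RIPOR2 and STK26 lost their calls in at least 2 of these 6 fits (adjusted p from 0.0102 to 0.0451).

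The study set cell lines beside the tumors, and cultured lines lack the other cell types of a tumor. The MHC class II chain DLA-DRA was lower in the cell lines by -7.51 ± 0.74 (adjusted p = 1.87e-06), the small proteoglycan ASPN by -7.01 ± 1.62, osteopontin, SPP1, by -6.81 ± 0.63, MMP9 by -6.23 ± 1.34, the smooth muscle actin ACTA2 by -5.95 ± 0.86, the selenium carrier SELENOP by -5.87 ± 0.65, the lysosomal protease CTSS by -5.78 ± 0.53, the endothelial adhesion molecule PECAM1 by -5.43 ± 0.78, SRGN by -5.30 ± 0.89 and SMPDL3A by -5.09 ± 0.85. Higher in both cell lines than the tumor mean were the chromosome structure gene SMC6 (3.39 ± 0.54), DSCC1 (3.14 ± 0.62), glutathione reductase, GSR (3.06 ± 0.37), the cadherin CDH6 (2.97 ± 0.24), NUP107 (2.97 ± 0.53), the mitotic kinase AURKA (2.95 ± 0.55), PTGR1 (2.89 ± 0.34), the growth factor NRG1 (2.83 ± 0.25), MTHFD1L (2.81 ± 0.50) and TIGAR (2.79 ± 0.40). The bone collagen COL1A1 was at 12.8 in cell lines against 13.2 in tumors (-0.38 ± 0.74, adjusted p = 0.776). BioB, which takes no part in the biology, was also higher on the cell line arrays, at 9.998 against 7.17.

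Of 31 lists 11 were called, 1 higher and 10 lower, and 0 with an estimated correlation, while limma's fry called 9 for a shared direction and 17 for change in either direction. The cell cycle list was higher with 6 of 28 genes (10 when adjusted over the list alone; median 1.62; adjusted p = 8.03e-06, but adjusted p = 0.437 with an estimated correlation), among them AURKA and the proliferation genes MYBL2 (2.52 ± 0.49), TPX2 (2.37 ± 0.47) and GMNN (2.06 ± 0.45). Macrophage and myeloid genes were lower in 9 of 21 (14 when adjusted over the list alone; median -2.70; adjusted p = 9.37e-12, but adjusted p = 0.170 with an estimated correlation), with CTSS, lysozyme, LYZ (-4.88 ± 0.95), the receptor CSF1R (-4.71 ± 0.80) and CD68 (-4.12 ± 0.96). MHC class II presentation was lower in 5 of 8 (5 when adjusted over the list alone; median -3.64; adjusted p = 3.39e-05, but adjusted p = 0.170 with an estimated correlation), with DLA-DRA, DLA-DQA1 (-4.24 ± 0.83) and HLA-DRB1 (-4.13 ± 0.72). Endothelium was lower in 3 of 11 (5 when adjusted over the list alone; median -1.0; adjusted p = 0.000302, but adjusted p = 0.256 with an estimated correlation), PECAM1, the receptor TIE1 (-2.28 ± 0.40) and CD34 (-1.70 ± 0.31).

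Bone and matrix lists were lower in the cell lines as well. Bone matrix and osteoblast had 2 of 14 lower (2 when adjusted over the list alone; median -1.20; adjusted p = 7.09e-05, but adjusted p = 0.215 with an estimated correlation), SPP1 and SERPINF1 (-4.61 ± 0.80). Extracellular matrix had 5 of 32 lower (6 when adjusted over the list alone; median -0.44; adjusted p = 0.00161, but adjusted p = 0.412 with an estimated correlation), among them ASPN, DPT (-5.04 ± 0.88), fibulin, FBLN1 (-3.74 ± 0.72), and the procollagen proteinase enhancer PCOLCE (-3.0 ± 0.55). Proteases and inhibitors of matrix turnover had 2 of 12 lower (4 when adjusted over the list alone; median -1.64; adjusted p = 0.000621, but adjusted p = 0.215 with an estimated correlation), MMP9 and TIMP1 (-1.83 ± 0.41). The osteoclast list (1 of 9, MMP9; median -0.77; adjusted p = 0.0127, but adjusted p = 0.482 with an estimated correlation), Wnt and TGF-beta signalling (1 of 20, beta-catenin, CTNNB1, -0.83 ± 0.18; median -0.54; adjusted p = 0.0338, but adjusted p = 0.256 with an estimated correlation) and the study's canine genes (1 of 14, DPT; median -0.75; adjusted p = 0.0127, but adjusted p = 0.337 with an estimated correlation) had the same counts when adjusted over the list alone. These calls were lost without cell line 2, at adjusted p of 0.117, 0.0966 and 0.0966. The study's list is not independent evidence. The inflammatory list (0 of 24 in limma by either adjustment, the second adjusted over the list alone; median -0.77; adjusted p = 0.0222, but adjusted p = 0.578 with an estimated correlation) lost its call without cell line 1 (0.282).

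The other lists were not called in the cell lines: hypoxia and glycolysis (adjusted p = 0.861), interferon response (0.0743), mitochondrial respiratory chain (0.142), peroxisome and fatty acid oxidation (0.877), ribosomal proteins (0.891), collagen processing (0.891), ER to Golgi transport (0.853), ER protein folding (0.941), cartilage (0.0519), hepatocyte (0.0579), kidney epithelium (0.109), lymphocyte (0.0616), pericyte and smooth muscle (0.103), skeletal muscle (0.0572), erythroid (0.941), adipocyte (0.391), neutrophil (0.891), the study's PCR genes (0.318) and candidate genes (0.891), and osteosarcoma cancer genes (0.861). Camera gave the direction lower for 6 of these whose median or mean was positive: collagen processing (median -0.01, mean 0.07), ER protein folding (0.12, 0.17), ribosomal proteins (0.03, 0.08), neutrophil (0.08, 0.02), candidate genes (0.22, -0.28) and cancer genes (-0.10, 0.04). Among genes of uncalled lists, the immediate early gene FOS (-4.95 ± 0.89), RAC2 (-4.32 ± 0.78), the water channel AQP1 (-3.96 ± 0.50) and CAT (-2.64 ± 0.46) were lower, as was RPL6 (-0.87 ± 0.20), while TRAPPC4 (1.90 ± 0.26), ECHS1 (1.42 ± 0.34), RPL31 (1.23 ± 0.24), HYOU1 (1.04 ± 0.24) and CANX (0.83 ± 0.20) were higher. RPL31 lost its call without cell line 1 (adjusted p = 0.186), RPL6 without either cell line, ECHS1 and CANX without either cell line and without several single tumors, and HYOU1 without cell line 2 and without several single tumors, with adjusted p up to 0.477. In the respiratory chain list 4 of 48 genes were higher (5 when adjusted over the list alone), NDUFA5 (1.69 ± 0.41), NDUFS6 (1.47 ± 0.36), NDUFB7 (0.97 ± 0.24) and NDUFA10 (0.93 ± 0.22), and each lost its call without either cell line, with adjusted p up to 0.296, and without several single tumors.

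Over all probe sets limma called 899 higher and 596 lower in the cell lines, so that 60.1% of the calls were higher. With each array centred on its median the split was 1297 to 420, or 75.5% higher. The number called fell to 336 and 138 without cell line 1 and to 345 and 126 without cell line 2, where the remaining line was assumed to vary like the other groups. Without cell line 1 the calls of NUP107, TIGAR, SRGN, SMPDL3A, CSF1R and HLA-DRB1 were lost, without cell line 2 those of SMC6, ACTA2, DPT, PCOLCE and SERPINF1, and without either those of AURKA, DSCC1, MTHFD1L, ASPN, MMP9, MYBL2, TPX2, GMNN, LYZ, CD68, DLA-DQA1, TIE1, CD34, FBLN1, TIMP1, CTNNB1, FOS, RAC2 and CAT, with adjusted p from 0.0102 to 0.133. GSR, CDH6, PTGR1, NRG1, DLA-DRA, SPP1, SELENOP, CTSS and PECAM1 kept theirs. The 4 other probe sets of CTSS differed by -4.66 to -0.14 and the 6 of PECAM1 by -4.10 to -0.12, all in the same direction as the named ones.

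Clustering by Euclidean distance with single linkage placed all 15 tumors in a branch with 0 other samples. The nearest sample of each of the 15 tumors was a tumor, the 6 organ samples were each nearest to the other sample of their organ, and the 2 cell lines were nearest to each other. With each probe set scaled to the same SD, both lymph nodes lay in the branch of the tumors and 3 of the 6 organ samples were nearest to their own organ. Within the tumors the neighbours followed the classes of 5′ signal: the nearest tumor had the same class in all 15 cases, and in 7 after the class mean was removed from every probe set. Limma called 129 probe sets higher and 629 lower between the 7 tumors with low and the 8 with full 5′ signal.

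The genes that varied most between tumors included a collagenase, a cytokine and a chemokine. MMP13 had an SD of 3.18 (3.68 to 13.4 over the tumors), IL6 3.12 (3.29 to 12.3) and CXCL8 2.71, followed by WIF1 (2.68), LOC479668 (2.62), the stromelysin MMP3 (2.59), THBS2 (2.58), ASPN (2.54), the prostaglandin synthase PTGS2 (2.5) and the kinase PDK4 (2.44). MMP13 (4.96 ± 1.26, adjusted p = 0.0123) and IL6 (adjusted p = 0.221) did not pass in tumor versus normal. CXCL8 averaged 6.56 ± 1.498 in tumors with low 5′ signal (SD, n = 7) and 9.0 ± 3.10 in the others (n = 8). In spiked and unspiked tumors CXCL8 averaged 9.90 and 6.84, IL6 8.83 and 4.63, and MMP13 9.56 and 8.62. These differences by spike were not tested.

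CXCL8 followed the score of the inflammatory list computed without it. Pearson's r was 0.880 (permutation p = 2e-05; 0.00036 adjusted over 18 relations) and Spearman's rho 0.871 (permutation p = 6e-05, adjusted p = 0.00108) over 15 tumors. Without tumors 13 and 15, whose CXCL8 values lay farthest from their median, r was 0.818 (permutation p = 0.00045), with tumor 5 (score 1.31, CXCL8 12.2) kept. Within the classes it was 0.679 in the 7 tumors with low 5′ signal (exact permutation p = 0.111) and 0.921 in the 8 others (exact permutation p = 0.00335), and with the class removed 0.882 (permutation p = 3e-05). This was the only relation of the 18 to pass 0.05. For SLC1A3 0 of 9 relations passed, with a smallest adjusted permutation p of 0.363 and r from -0.435 (lymphocyte score) to 0.401 (cell cycle score).

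**Figure D4:**
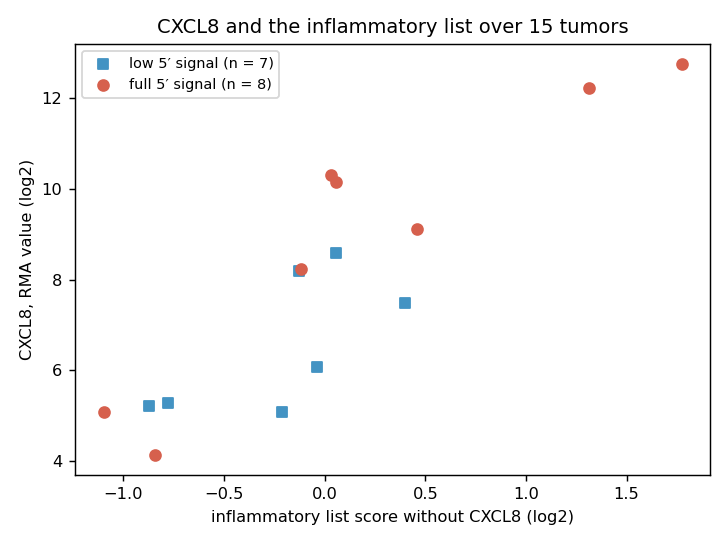
Each point is 1 of the 15 tumors, with the score of the inflammatory list without CXCL8 on the x axis (log2, relative to the mean of the tumors) and the RMA log2 value of CXCL8 on the y axis; squares are the 7 tumors with low 5′ signal and circles the 8 others. CXCL8 is high where the score is high (r = 0.880), and both are highest in tumors 5 and 15.

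Among the 36 pairs of list scores 0 passed an adjusted permutation p of 0.05. The smallest adjusted p, 0.167, was shared by bone matrix with osteoclast (r = 0.637, permutation p = 0.00751; rho = 0.543, permutation p = 0.0394), cell cycle with endothelium (r = -0.632, permutation p = 0.0119; rho = -0.671, permutation p = 0.00792), lymphocyte with macrophage and myeloid (r = 0.610, permutation p = 0.0154) and osteoclast with skeletal muscle (r = -0.569, permutation p = 0.0185). Without the 2 tumors farthest from the median score of the first list of a pair, the last 2 pairs had an r of 0.313 and -0.166. The pair of bone matrix with osteoclast also rested on single tumors, with r = 0.229 without the 2 farthest, and was 0.291 in the 7 tumors with low 5′ signal (exact permutation p = 0.513) and 0.760 in the 8 others (exact permutation p = 0.0180). That of cell cycle with endothelium was -0.583 without the 2 farthest tumors (permutation p = 0.0373), -0.658 in the tumors with low 5′ signal (exact permutation p = 0.106) and -0.713 in the others (exact permutation p = 0.0497).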

Values the study reported

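The study reported a canine cancer signature of 3471 probe sets at an adjusted p-value below 0.01. Among the genes it listed as strongly higher in canine tumors than in normal tissue, it gave log2 ratios of 7.55 for COL1A1, 5.36 for PTN, 4.59 for DPT, 4.34 for MAP1B, 3.17 for IL-8 and 3.15 for SLC1A3.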

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

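The tests of the 5′ index as a covariate and of the spike batch behind the grouping of tumors were chosen after the results they bear on were seen, and the count of other splits for lists called with an estimated correlation was added after that with the preset correlation was seen.

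The tumor versus normal signature was weighed against chance, RNA quality and a single organ, with the tumors' own biology as the alternative that the design names. Of 100 splits of the 21 samples into 15 and 6, only 1, the real one, gave as many probe sets (1419, with 1 for the highest other split). A chance division of single samples can therefore be excluded. The splits treated the 6 normal samples as separate units, although they came in pairs by organ and were taken to pair by replicate number. With the 5′ index as a covariate 81.9% of the probe sets kept their direction and call, which argues against RNA quality as the whole cause. Leaving out both samples of an organ kept at least 96.0% of the probe sets in the same direction at an unadjusted p under 0.01. This cannot exclude a single organ, since the 2-group fit counts organ differences as spread and so seldom calls genes set by 1 organ. The liver genes ALB, CYP2E1 and GC had limma adjusted p from 0.0513 to 0.0789. The adjusted call was kept by 49.1%, 40.9% and 81.0% without kidneys, livers and lymph nodes, in fits with fewer normal samples. A single organ is argued against only for the 116 probe sets higher and 33 lower than each organ. For the number of lists called chance cannot be excluded, since 16 of 100 splits gave 17 or more (21 in the highest other split). For lists called with an estimated correlation 1 of 100 splits, the real one, gave as many (6, with 1 for the highest other). The 6 include the study's own list, which was chosen on these samples and is not independent evidence. The absence of normal bone leaves open how much of the signature belongs to bone rather than to the tumor.

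The spread of CXCL8, IL6 and MMP13 between tumors was weighed against RNA quality, labelling batch and an inflammatory program shared within a tumor. The SD within the classes of 5′ signal was 91.9% of the SD over all tumors for CXCL8, 93.3% for IL6 and 92.0% for MMP13, which argues against a difference between the classes as the whole cause, although the SD was lower in tumors with low than with full signal (1.498 and 3.10 for CXCL8, 1.60 and 3.68 for IL6, 2.71 and 3.09 for MMP13). Within spiked and unspiked tumors it was 86.7%, 78.1% and 103%, and since IL6 lay below the bound set for excluding a batch, the labelling batch and biology cannot be told apart for IL6. A candidate explanation for CXCL8 is an inflammatory program, with which its r of 0.880 is consistent. For MMP13, whose gene is not in the inflammatory list, no biological explanation was tested.

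The grouping of tumors by 5′ signal was seen in their nearest neighbours and in 758 probe sets that differed between 7 tumors with low and 8 with full signal. Chance can be excluded, since 1 of 100 splits of the 15 tumors into 7 and 8, the real one, gave as many (3 in the highest other). The difference between the classes of tumors correlated across 23836 probe sets with the difference between replicates 1 and 2 in each organ, with r of 0.467 in kidney, 0.361 in liver and 0.479 in lymph node, which is consistent with RNA quality as the source. The labelling batch and RNA quality cannot be told apart in the tumors, since all 7 with low signal were nearest to another of them, which either would give, the nearest tumor was in the same spike batch for 14 of 15, and the Dap spike was lower in each tumor with low signal (at most 3.63) than in each with full signal (at least 3.83). Dap was read from a 5′ probe set, and both limits lie near the normal arrays (3.11 to 3.31). The organs showed the same 5′ split with Dap of 3.16 and 3.22 in kidney, 3.25 and 3.11 in liver and 3.31 and 3.22 in lymph node (replicates 1 and 2). The study's methods describe the hybridizations as batched as a group and the RNA as checked by electrophoresis, without values for single samples. No biological explanation was tested, and one that differs between these tumors by coincidence stays open.

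Signal in control probe sets outside the comparisons set arrays apart: 6 tumors had a Dap spike more than 1 log2 unit above the highest normal array, with the highest value, 8.17, in tumor 5, and 10 arrays had low 5′ signal in the actin and Gapdh controls. For 31 probe sets the tumors lay between 2 organs that themselves differ, past the threshold in opposite directions against them, such as ASB9 (-3.35 against kidney, 1.75 against liver), GSTO1 (2.39 against kidney, -1.63 against liver) and CRLF3 (1.66 against kidney, 1.67 against liver, -2.57 against lymph node), which were chosen after their values were seen. The difference between tumor and normal itself differed between arrays with low and full 5′ signal, by limma's interaction term, for 9 probe sets (2659 at an unadjusted p under 0.05).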

How the results depend on the processing

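Among the alternatives given here, those that concern 5′ signal and poly-A spikes were chosen after seeing the data, and the others were planned. The cause of a change was not tested unless a smaller sample, another threshold or fewer probe sets accounts for it by construction. Arrays give no depth, and the dim end of the RMA scale limits small differences.

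For tumor versus normal, the 105 probe sets over 8-fold higher stayed within 1.5 times of this number under the planned scalings, models and sample sets tried for them. The numbers of higher and lower probe sets (720 and 699) became 1400 and 1575 at an adjusted p under 0.05, and 317 and 355 with 1 averaged profile per organ. They were 366 and 341 without livers, 451 and 361 with the methods' t-test at 0.005, 211 and 61 on arrays with low 5′ signal, and 171 and 82 on the others. The lower number moved by over 1.5 times, and the higher one by less, with organ means in the model (1007 and 1807), without kidneys (504 and 367), without lymph nodes (1034 and 1290) and without spiked tumors (503 and 253). Organ as a random block gave 480 and 479, array weights 534 and 600, and ribosomal-protein centring 573 and 824. With 1 sample left out the lower number ranged from 442 (without liver 1) to 908 (without lymph node 2).

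At an adjusted p under 0.05 the numbers were 2715 against kidney, 3444 against liver and 1788 against lymph node, 219 and 84 for higher and lower than each organ, and 1931 and 1539 for cell line versus tumor. With 1 sample left out they ranged from 1060 (kidney 1) to 1289 against kidney, 1233 (liver 2) to 1408 (liver 1) against liver, 375 (lymph node 2) to 623 (lymph node 1) against lymph node, 43 (lymph node 2) to 84 for higher and 12 (lymph node 1) to 29 for lower than each organ. For cell line versus tumor the range was 336 (cell line 1) to 934 higher and 126 (cell line 2) to 621 lower, and full 5′ arrays gave 337 lower. The organ F-test (736) gave 2568 at 0.05, 1477 with the replicate block, 484 without dim probe sets, 2161 with the spread from all samples, 1539 with the 5′ index and 116 (lymph node 2) to 302 (kidney 1) with 1 sample left out. The replicate block, run for the organ comparison alone, changed no call among the 12 genes named for it. With an estimated correlation 6 lists were called in tumors and 0 in cell lines, where fry called 17 for change in either direction. Scaling probe sets put 2 lymph nodes in the tumor branch, and removing the class of 5′ signal gave 2 relations of CXCL8 past 0.05, that with the cartilage score being added (adjusted p = 0.0335).

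Genes that reversed had not passed the threshold. ERBB2 was 0.047 with cell lines as tumors, 0.011 without kidneys, 0.000835 with arrays centred, 0.023 with quantile normalization repeated, 0.25 on low 5′ arrays and 0.10 without spiked tumors. MET was 0.011 without kidneys and 0.12 on low 5′ arrays, EZR -0.59 without livers and -0.016 on full 5′ arrays, LOC479668 0.69 without livers, and PRKDC 0.17 without lymph nodes and 0.043 on low 5′ arrays. With 1 sample left out PRKDC ranged from -0.22 to 0.054 (without lymph node 2), EZR from -0.012 (without liver 1) to 0.64, MET from -0.39 to 0.085 (without kidney 2) and ERBB2 from -0.048 to 0.035.

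Other probe sets of a named gene had the opposite sign for PDGFRL (-0.30, -0.28 and -0.65), GPX3 (0.042), MFAP5 (-0.035), PRKDC (0.30 and 0.10), RPN1 (-0.0084) and CD34 (-0.39) in tumor versus normal. In cell line versus tumor they had it for MMP9 (0.0069), CAT (0.011), RPL6 (0.28 and 0.15), TTR (0.16, 0.20 and 0.036), ITIH2 (0.16) and HLA-DRB1 (0.094).

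Lists that reversed were uncalled before and after. In tumor versus normal the adjusted p was 0.979 with the 5′ index for the inflammatory and the candidate list. On low 5′ arrays it was 0.693 for inflammatory, 0.883 for macrophage, 0.450 for endothelium and 0.496 for skeletal muscle, and on full 5′ arrays 0.708 for candidate genes. In cell line versus tumor fry reversed collagen processing (0.761), ER folding (0.437), ribosomal proteins (0.605), neutrophil (0.805), candidate (0.783) and cancer genes (0.783). The mean of all probe sets reversed ER folding (0.925) and ribosomal proteins (0.822), the 5′ index ribosomal proteins (0.965), and full 5′ arrays ribosomal proteins (0.965) and hypoxia (0.658). With 1 sample left out the ranges were 0.626 to 0.926 for inflammatory, 0.167 to 0.940 for macrophage and 0.485 to 0.982 for candidate genes in tumor versus normal, and 0.552 to 0.928 for collagen processing, 0.576 to 0.955 for ER folding, 0.576 to 0.955 for erythroid, 0.626 to 0.930 for neutrophil, 0.324 to 0.938 for candidate and 0.512 to 0.884 for cancer genes in cell line versus tumor.

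Of the genes and lists named for tumor versus normal, 1913 results with 1 sample left out kept their side of the threshold, 114 lost their call, 13 gained it and 15 reversed. For cell line versus tumor the numbers were 986, 151, 6 and 6.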

Other observations

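The items in this part were singled out after their values were seen, from lists fixed before, and no further test was run on them. Tumor 5 stood apart from the other tumors in what it held. Its skeletal muscle score was 3.41 log2 units above the mean of the tumors, against at most 0.28 in any other, while its bone matrix score (-1.57) and osteoclast score (-1.69) were the lowest of the 15. It also had a cell cycle score of -0.99, an endothelium score of 1.16 and the lowest COL1A1 value among the tumors, at 9.58 against a mean of 13.2. Its median correlation with the other tumors was the lowest, at 0.907. Tumor 15 had the highest inflammatory score, 1.90, with bone matrix at 0.31.

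Lists seen against single organs added detail to the lists that were called or missed against all normal samples. Against lymph node 0 of 28 cell cycle genes were higher in limma, against 2 for kidney and 3 for liver, and ribosomal-protein genes were higher in 5 of 58 against kidney and 9 against liver, with 0 against lymph node. ER protein folding genes were higher in 8 of 30 against kidney and 3 against liver, with 0 against lymph node. The differences between these counts were not tested. The efflux pump ABCB1 was higher in the cell lines than in the tumors, by 2.03 ± 0.48 log2 units (limma adjusted p = 0.00807), with 6.88 in cell line 1 and 4.04 in cell line 2, the latter within the range of the tumors.

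The number of probe sets past an adjusted p of 0.01 in tumor versus normal was 1419 here. That is lower than the value quoted from the study above. The study's methods name normal spleen as well, which was not analysed here, so the normal groups may be unlike. Those methods also give a false discovery rate under 0.05 for limma. The cause of the difference was not tested. The number here depends on the model and the threshold, with 1007 higher and 1807 lower probe sets with organ means in the model, and 1400 and 1575 at an adjusted p of 0.05.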
